# An RNA Polymerase III General Transcription Factor Engages in Cell Type-Specific Chromatin Looping

**DOI:** 10.3390/ijms23042260

**Published:** 2022-02-18

**Authors:** Lara de Llobet Cucalon, Chiara Di Vona, Marco Morselli, Marco Vezzoli, Barbara Montanini, Martin Teichmann, Susana de la Luna, Roberto Ferrari

**Keywords:** TFIIIC, 3D genome, repetitive elements

## Abstract

Transcription factors (TFs) bind DNA in a sequence-specific manner and are generally cell type-specific factors and/or developmental master regulators. In contrast, general TFs (GTFs) are part of very large protein complexes and serve for RNA polymerases’ recruitment to promoter sequences, generally in a cell type-independent manner. Whereas, several TFs have been proven to serve as anchors for the 3D genome organization, the role of GTFs in genome architecture have not been carefully explored. Here, we used ChIP-seq and Hi-C data to depict the role of TFIIIC, one of the RNA polymerase III GTFs, in 3D genome organization. We find that TFIIIC genome occupancy mainly occurs at specific regions, which largely correspond to Alu elements; other characteristic classes of repetitive elements (REs) such as MIR, FLAM-C and ALR/alpha are also found depending on the cell’s developmental origin. The analysis also shows that TFIIIC-enriched regions are involved in cell type-specific DNA looping, which does not depend on colocalization with the master architectural protein CTCF. This work extends previous knowledge on the role of TFIIIC as a bona fide genome organizer whose action participates in cell type-dependent 3D genome looping via binding to REs.

## 1. Introduction

Three-dimensional folding of the mammalian genome acts as a decisive regulatory layer for determining important physiological processes such as cell fate, development, differentiation, and ultimately even pathological conditions such as tumorigenesis, by implementing cell-type specific gene expression programs [1]. Several lines of evidence point to the existence of intricate topological chromatin assemblies, in which multiple genes and their regulatory elements interact with each other in a 3D fashion. Thus, cell-type-unique gene expression programs are therefore governed by the 3D genome structure organization in mammals [2], which in turn hangs on the action of transcription factors (TFs) capable of recognizing specific DNA sequences within the genome [3]. TFs can be divided into three major categories: transcriptional activators/repressors, co-activators/co-repressors and general transcription factors (GTFs), which direct RNA polymerases (Pol) recruitment or the level of transcription (activators and coactivators). The first two classes of TFs can be expressed ubiquitously or be cell type-specific factors (CTFs), whereas GTFs are expressed in every single cell of the organism [2,3,4]. The actions of CTFs are largely studied and depend on the overwhelming number of distinct and specific DNA binding sites on regulatory regions, either in the promoter regions or tens to hundreds of kilobases away from the promoters they activate [5,6,7]. The latter are known as enhancers and/or super-enhancers and they are referred to as regulatory distal enhancers elements (DEEs). The GTFs recognize specific regulatory sequences, so called core promoter elements (CPEs), in close proximity of the transcription start site (TTS) [8], which are capable of directly triggering the recruitment of Pols to the TSS of genes.

DEEs are loaded with a plethora of CTFs [9], which ultimately impose certain promoters to be selectively silenced or activated [10]. DEEs and their target promoters could potentially interact via the action of CTFs within larger chromosomal loop structures, formed by the interaction of architectural proteins (such as CCCTC-binding factor (CTCF), Cohesin or Condensin) bound to each of the loop anchors [11]. Indeed, recent work has brought to light how CTFs participate in cell fate determination by virtue of their ability to anchor regulatory elements such as DEEs and gene promoters [12]. In this view, sequence-specific CTFs occupying DEEs become new players in shaping the 3D genome organization and consequently, in the acquisition of transcription programs that define cell identity. However, despite the foundational importance of proper gene control to rule cell identity and organism development, a more detailed view on how CTFs contribute to structural interactions between DEEs and promoters remains poorly characterized.

A generally accepted model for the communication between DEEs and CPEs proposes that CTFs and GTFs are linked by a bridge such as the Mediator coactivator complex [13], pointing to GTFs as potential new players in genome 3D organization. This is particularly remarkable based on findings by which the basic dichotomy of cis-regulatory elements has been challenged by broad similarities between genetic and epigenetic properties of promoters (and their CPEs) and DEEs, including recruitment of Pol II machinery and its GTFs, divergent transcription initiation, production of short enhancer RNAs (eRNAs) and context dependent histone modifications [14,15]. Moreover, genomic and proteomic experiments have shed light on the unusual genomic occupancy of some GTFs to DEEs and correlated their occupancy with typical epigenetic profiling of enhancer elements [16,17]. Not surprisingly, some of the GTFs identified as novel DEE regulators also harbor their own histone modifying activity [18,19]. In this context, one of our recent works has unveiled a crucial role of a Pol III GTF, namely transcription factor C (TFIIIC), in structurally and functionally tuning Pol II transcription via chromatin looping and histone acetylation in human breast cancer cells [19]. TFIIIC recognizes the so-called A- and B-boxes of Pol III genes internal promoters [20]; these regulatory elements are also spread out in mammalian genomes within repetitive sequences (REs) such as Short INterspersed Elements (SINEs) Alu elements (AE) and Mammalian-wide Interspersed Repeats (MIRs) [21,22]. Many of these REs have cell-type specific expression [23,24] and participate in 3D genome folding [9,25,26]; therefore, it is tempting to speculate that TFIIIC might have the potential role to serve as a genome organizer in a cell type-specific fashion (like the CTFs) by virtue of its ability to bind these REs. However, the precise role of human TFIIIC in 3D genome shaping of different cell types remains unknown. Here, we use TFIIIC genome occupancy and Hi-C data from several human cell lines to explore the role of TFIIIC as a cell type-specific genome organizer. Our analysis shows that TFIIIC acts as a CTF by binding to cell type-expressed REs, which largely correspond to AE, but also to distinctive REs classes such as MIRs, FLAM-C and the cancer-enriched human alpha satellite (ALR/alpha), depending on the cell’s developmental origin. TFIIIC binding at these loci correlates with cell type-specific looping, which does not require colocalization with architectural proteins such as CTCF. Thus, our work defines a putative cell type-dependent architectural role for TFIIIC, and it can therefore be considered a as dual TF that serves as a CTF and a GTF in human cells.

## 2. Results

### 2.1. Human TFIIIC Shows Cell Type-Specific Genome Occupancy

To explore TFIIIC chromatin behavior in several human cell lines, we used TFIIIC genome-wide ChIP-seq data from fetal lung fibroblasts (IMR90), normal mammary gland epithelial cells (MCF10A), infiltrating ductal carcinoma breast cancer cells (T47D) [19], and human embryonic stem cells (hESCs) (see Materials and Methods for details). 

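TFIIIC occupancy in hESCs was read here from 1 ChIP-seq library of H9 cells, a human embryonic stem cell line, immunoprecipitated with the antibody against GTF3C2. The 1 input library of the same cells has no processed values of its own, so there are no replicates and no replicate error. The peaks of IMR90, MCF10A and T47D cells were not analysed here. Sets of sites found in 1 cell line only, or in all lines, could therefore not be drawn, and every value below covers all hESC peaks. The libraries were single-end, and the submitters' processing notes name Bowtie and the GRCh38 build. For each peak the authors' list gives its position, the ChIP tags (whole-number counts), the background tags (a signal), the log2 of ChIP tags over background tags and a -log10 Poisson p-value of at most 16. In all 2760 peaks the log2 value equalled the log2 of the ratio of the tags to within 0.001. Peaks are built from windows of 50 bp, and their coordinates were read as counted from 1 with both ends included. The list holds tags in peaks only, so the depth of the library is unknown, and the paper's methods state a coverage for the input libraries only. Intervals given for counts and shares cover counting error only. Genes were taken from the RefSeq annotation of GRCh38, which was supplied without strand or genome sequence. Distances to genes are therefore measured from the nearest gene end, the start or the end of the gene, and not from the TSS. Repeat elements and sequence motifs under the peaks could not be called.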

The presence of the TFIIIC complex on chromatin was detected with a rabbit polyclonal antibody raised against the N-terminal 477 amino acids of the second largest subunit of TFIIIC (TFIIIC110 or GTF3C2) [19].

First, we asked what was the degree of similarity among all the cell lines analyzed in terms of TFIIIC occupancy. To this end, we computed the peak’s overlap of all the significant TFIIIC peaks for all four cell lines and displayed the results as a Venn diagram (Figure 1A). 

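In H9 hESCs, 2760 TFIIIC peaks were listed on 23 chromosomes, with 579100 bp covered in all. They were densest on chromosome 19, with 232 peaks or 3.96 per Mb, followed by chromosome 17 with 2.27 and chromosome 16 with 1.86 per Mb. Chromosome 6 held the most peaks, 299, of which 135 lay within 500 bp of a tRNA gene. The lowest density was 0.24 per Mb on chromosome X. Over all peaks the median width was 150 bp (range 50 to 2550 bp), the median number of ChIP tags was 88 (range 16 to 2568) and that of background tags was 10.5. The median over peaks of the ratio of ChIP tags to background tags was 8.08 (range 3.33 to 44.0).
The 10 peaks with the highest log2 enrichment were nearest to an end of SCAMP4, DOT1L, MLLT1, CHMP6, SNUPN, CCND2, ZNF839, GNG7, NACC1 and GARIN1B. The strongest, on chromosome 19 from 1904751 to 1905250, was centred 399 bp from the nearest end of SCAMP4 and held 1130 tags, 44.0 times its background. The peak nearest to DOT1L, which encodes a histone H3 methyltransferase, held 817 tags, 36.3 times its background, and the peak nearest to CCND2, which encodes cyclin D2, held 688 tags, 29.4 times its background. Of these 10 peaks, the one nearest to GARIN1B overlapped the 5S pseudogenes RNA5SP242 and RNA5SP243. The peak with the most tags, 2568, lay over the tRNA genes TRP-TGG3-5 and TRP-AGG2-8, on chromosome 16 from 3187751 to 3189800.
Peaks within 500 bp of a tRNA gene held a median of 225 tags, against 79 in the other 2467 peaks, a 2.85-fold difference (permutation test, two-sided, p = 1e-05, the smallest that 100000 permutations can give). They were also wider, with medians of 300 and 150 bp (p = 1e-05, permutation test). Their log2 enrichment did not differ at the threshold, with medians of 3.04 and 3.01 (p = 0.36, permutation test). Peaks of 1 library are not replicates of the experiment. The -log10 p-value reached its limit of 16 in 1534 peaks (55.6%), so peaks were ranked by log2 enrichment, a choice made after the values were seen.

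**Figure D1:**
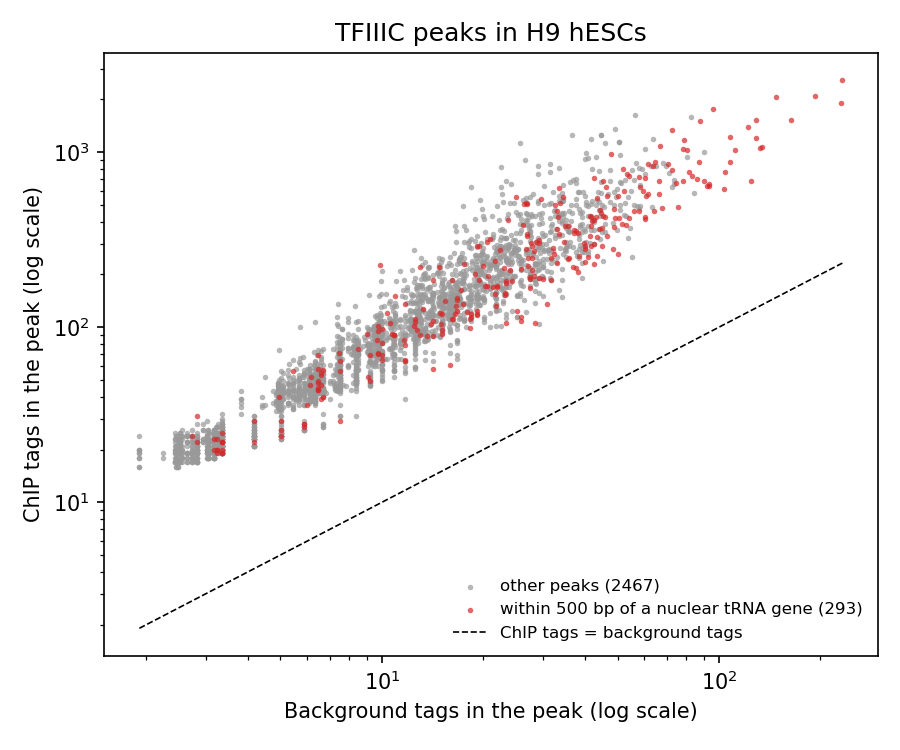
ChIP tags against background tags, both on log scales, for the 2760 TFIIIC peaks of H9 hESCs. Each point is a peak, red points are the 293 peaks within 500 bp of a nuclear tRNA gene, grey points are the other 2467 peaks, and the dashed line marks equal tags. All points lie above the line, and the red points extend to the highest count of 2568 tags.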

Genome-wide, 275 sites were occupied by TFIIIC in all the cell lines analyzed (Figure 1A). Among these sites, we could find canonical Pol III genes such as *RNA7SL1* (the RNA of the signal recognition particle) and one unique tRNA gene (*tRNA-Glu-GAG*) (Figure 1B). Of these common sites, 218 mapped to AE, suggesting the existence of a core of AE capable of recruiting TFIIIC in a cell type-independent manner. 

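In hESCs a TFIIIC peak lay over RN7SL1, and a second peak lay near it. RN7SL1 spans 49586580 to 49586878 on chromosome 14 of GRCh38, inside the gene RPS29. The peak over it, from 49586801 to 49587150, held 427 ChIP tags, 12.4 times its 34.4 background tags. The second peak, from 49585201 to 49585350, held 62 tags, 6.65 times its background. By log2 enrichment these peaks ranked 325 and 2180 of 2760.
Of 8 tRNA-Glu genes with the anticodon CTC, which reads the codon GAG, 1 lay under an hESC peak. This gene, TRE-CTC1-1, spans 146035692 to 146035763 on chromosome 1. Its peak, from 146035201 to 146036300, held 1396 tags over 121.9 background tags, a log2 enrichment of 3.52. TRE-CTC2-1 lay 98 bp from a peak of 1054 tags and TRE-CTC1-6 lay 499 bp from a peak of 550 tags. These peaks lie over other tRNA genes, TRL-CAA4-1 and TRF-GAA1-2. The other 5 tRNA-Glu genes with this anticodon were 6.43 kb or more from a peak. Figure 1B gives no coordinates for the tRNA-Glu gene it shows. The 7 genes of the TRE-CTC1 family are identical copies by their symbols, so a read inside them may map to more than 1 place.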

We also calculated the genome-wide Pearson correlation for TFIIIC occupancy and displayed the results as a matrix heat map (Figure 1C). A larger degree of similarity was found between the breast samples (T47D and MCF10A) compared to the lung fibroblasts and hESCs and between normal cells (hESCs and IMR90) when compared to cancer cells (T47D) (Figure 1C). However, overall TFIIIC genome-wide occupancy showed that the vast majority of binding sites are cell type-specific: almost 50% for IMR90, 54% for MCF10A, 68% for T47D and 57% for hESCs (Figure 1A). In order to gain insight into these unique, cell type-specific TFIIIC binding sites, we calculated the multi-intersection of all TFIIIC maps using bedtools [27] and ranked the occupied regions (TFIIIC-bound vs. TFIIIC-unbound) in a combinatorial manner (Figure 1D). As in Figure 1A this analysis showed that at least 50% of all TFIIIC peaks were specific for each cell line. We named these cell line-specific TFIIIC-bound regions MC3C, IM3C, ES3C and TD3C for MCF10A, IMR90, hESCs and T47D cells, respectively (Figure 1D).

Next, we implemented ChIP-Enrich [28] to perform gene ontology (GO) analysis of each cell line specific TFIIIC-bound regions. The analysis highlighted the distinct genomic TFIIIC profile on Pol II genes for each cell line (Supplementary Figure S1). For instance, the MC3C regions showed significant (adjusted *p*-value < 0.001) enrichment for genes associated with cadherin adhesion (Supplementary Figure S1A), which are normally downregulated when MCF10A undergo epithelial-mesenchymal transition [29]. 

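Many hESC TFIIIC peaks lay at the ends of protein-coding genes, which Pol II transcribes. Of 2760 peak centres, 1151 (41.7%, Wilson 95% interval 39.9 to 43.6%) were within 1 kb of an end of a protein-coding gene. Regions of the same widths placed at random on the same chromosomes gave a mean of 3.12% (range 2.43 to 3.95% over 100 sets). Within 5 kb of a gene end the share was 57.7%, against 12.7% in the random sets. A further 22.5% of centres lay inside a protein-coding gene more than 1 kb from its ends, against 41.9% at random. Another 7.5% lay in a lncRNA gene only, against 11.3%, and 28.3% lay outside genes, against 43.6%. Each share was above, or for the last 3 classes below, those of all 100 random sets (n = 2760 peaks, one-sided p = 0.0099, the smallest that 100 sets can give). Each peak falls in only 1 of the classes, so the excess within 1 kb of gene ends by itself lowers the last 3 shares. Their p-values are therefore not separate evidence of depletion.
Of the 10 peaks with the highest log2 enrichment, those nearest to SCAMP4, DOT1L, MLLT1, CHMP6, SNUPN and GNG7 were among the peaks within 1 kb of a gene end. When each peak was moved by 50 to 500 kb along its chromosome, a comparison added after the data were seen, the random mean within 1 kb was 5.64% and the observed share was 7.39 times it, against 13.4 times for uniform placement. These values cover all hESC peaks and not those of ES3C alone, and gaps of the assembly were not left out of the random placement.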

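Of 28 genes of the beta-catenin/TCF complex, 5 had a TFIIIC peak in hESCs whose nearest gene end was theirs (17.9%, Wilson 95% interval 7.88 to 35.6%). Among other protein-coding genes the share was 10.9%. The peak of TLE2, which encodes a Groucho-type corepressor that binds TCF factors, was centred 490 bp from the gene's nearest end and held 296 tags, 12.7 times its background. TLE4, of the same family, had a peak of 330 tags at 1.31 kb. CTNNB1, the gene of beta-catenin, had a peak of 26 tags at 580 bp, which was 4.44 times its background. ASH2L had a peak of 23 tags at 2.58 kb. TCF7L2, which encodes a TCF factor, had one of 44 tags at 91.4 kb.
With locus length as a spline term in a logistic additive model, the form of the ChIP-Enrich method, the odds ratio of the list was 1.61 (95% interval 0.61 to 4.25, p = 0.34, adjusted p = 0.42 over 10 lists, n = 20037 genes). The list did not pass the test, in which genes are the units and not replicates of the experiment. With the 63 core histone genes added, 19 of 91 genes had a peak, 14 of them histone genes, and the odds ratio was 3.38 (95% interval 2.00 to 5.74, p = 6.0e-06, n = 20037 genes). In simulations with lists of 28 genes, the model called 30% of lists with a planted odds ratio of 2 and 87% with one of 4. Counting only peaks over the gene body, a setting added after the data were seen, gave 2.46 (p = 0.097, n = 20037 genes) and, with the histone genes, 0.94 (p = 0.90), and Fisher's exact test without locus length gave 2.17 with them (p = 0.0058). All values cover the whole hESC list, a wider set than ES3C, and neither list is the GO term that the paper tested.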

ES3C were specifically associated with terms related to stem cells such as beta-catenin/TCF-complex assembly (Supplementary Figure S1B) [30,31]. IM3C were associated with genes specific of fibroblast functions such as regulation of locomotion [32,33] (Supplementary Figure S1C). Finally, TD3C were found to be enriched in genes related to epithelial cell polarity [34] and response to hypoxia, as this pathway promotes tumor escaping and metastasis [35] (Supplementary Figure S1D). Indeed, T47D cells are derived from a metastatic pleural effusion from a patient with an infiltrating ductal carcinoma of the breast. 

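Among 9 gene lists besides beta-catenin/TCF, 4 had TFIIIC peaks more often than other protein-coding genes over all hESC peaks: cadherin adhesion, pluripotency, core histones and ribosomal proteins. The cadherin adhesion list was written by hand and is not the GO term reported above for MC3C. Of its 28 genes, 12 had an hESC peak, with an odds ratio of 5.20 (95% interval 2.45 to 11.0, adjusted p = 5.7e-05, n = 20037 genes). Of 39 pluripotency genes, 15 had a peak, with an odds ratio of 4.57 (95% interval 2.38 to 8.75, adjusted p = 2.3e-05 in the logistic model, n = 20037 genes). They include KLF4, with a peak of 473 tags 506 bp from the gene's end and 12.3 times its background, CDH1 with 367 tags at 392 bp, ZFP42 with 165 tags at 654 bp and NANOG with 153 tags at 1.47 kb. TFCP2L1, L1TD1, DPPA4 and OTX2 had peaks of 91, 18, 94 and 49 tags within 2.46 kb. The peaks assigned to SOX2 and POU5F1 were farther away, at 16.1 and 21.7 kb.
Of 63 core histone genes, 14 had a peak, with an odds ratio of 5.19 (95% interval 2.76 to 9.74, adjusted p = 3.0e-06, n = 20037 genes). The closest were at H2BC10, H2BC26, H2BC17, H4C6, H2AC17, H3C2, H2AC4 and H2AC8, with 26 to 164 tags at 288 to 563 bp. Of the 14 genes, all but H2BC26 lie on chromosome 6, from 26031589 to 27893891. The model takes genes as independent, so its interval and p do not cover this clustering. Of 86 ribosomal protein genes, 15 had a peak, with an odds ratio of 2.22 (95% interval 1.26 to 3.90, adjusted p = 0.015, n = 20037 genes). RPL36 had a peak of 655 tags at 320 bp, 27.2 times its background, and RPS6 had one of 520 tags at 439 bp, 22.7 times its background. RPS12 and RPL37A had 501 and 463 tags, RPS9 and RPS14 had 242 and 210, and RPL35A and RPLP0 had 134 and 129. The peak assigned to RPS29 is the one over RN7SL1.
The other 5 lists did not pass the test. Of 33 genes of fibroblast locomotion and matrix, 6 had a peak (odds ratio 1.63, 95% interval 0.67 to 3.96, adjusted p = 0.40, n = 20037 genes). Of 509 genes of the ZNF zinc finger family, 61 had a peak (odds ratio 1.13, 95% interval 0.86 to 1.48, adjusted p = 0.42, n = 20037 genes), among them ZNF771, ZNF3, ZNF707, ZNF385B, ZNF839, ZNF582, ZNF343 and ZNF655. Of 35 genes of the Pol III machinery, POLR3E and SNAPC1 had a peak (odds ratio 0.55, 95% interval 0.13 to 2.31, adjusted p = 0.42, n = 20037 genes). None of 39 HOX genes and none of 53 protocadherin genes had a peak. Such counts of 0 allow shares of up to 7.69% and 5.66%, and 3.02 and 3.52 genes with a peak were expected from locus length alone (adjusted p = 0.14 and 0.10, from the doubled Poisson-binomial chance of a count of 0). These limits and p-values also take genes as independent and do not cover clustering of neighbouring genes of a list.
When a gene counted only if a peak overlapped its body, a setting added after the data were seen, none of the lists passed the test. The odds ratios were then 2.31 for cadherin adhesion, 1.66 for pluripotency, 0 for core histones, 0.689 for ribosomal protein genes, 0.822 for ZNF genes, 0.960 for the fibroblast list and 1.10 for the Pol III machinery, and the lowest adjusted p was 0.51. This setting leaves out all peaks beside a gene, and its model kept locus length, not gene length. Short genes such as histone genes thus had little room for a peak, and the setting answers another question than the main one. Among the 1380 peaks with the higher log2 enrichment the pluripotency list did not pass (odds ratio 2.60, adjusted p = 0.065, n = 20037 genes) and the ribosomal odds ratio was 3.49. With peaks within 50 kb the ribosomal list did not pass (odds ratio 1.96, adjusted p = 0.068, n = 20037 genes) and the ZNF odds ratio was 0.971. Without the locus length term, in Fisher's exact test, the odds ratios of the histone and ribosomal lists were 2.35 and 1.73 (adjusted p = 0.019 and 0.094), and the HOX and protocadherin lists passed (adjusted p = 0.037 and 0.012).

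**Figure D2:**
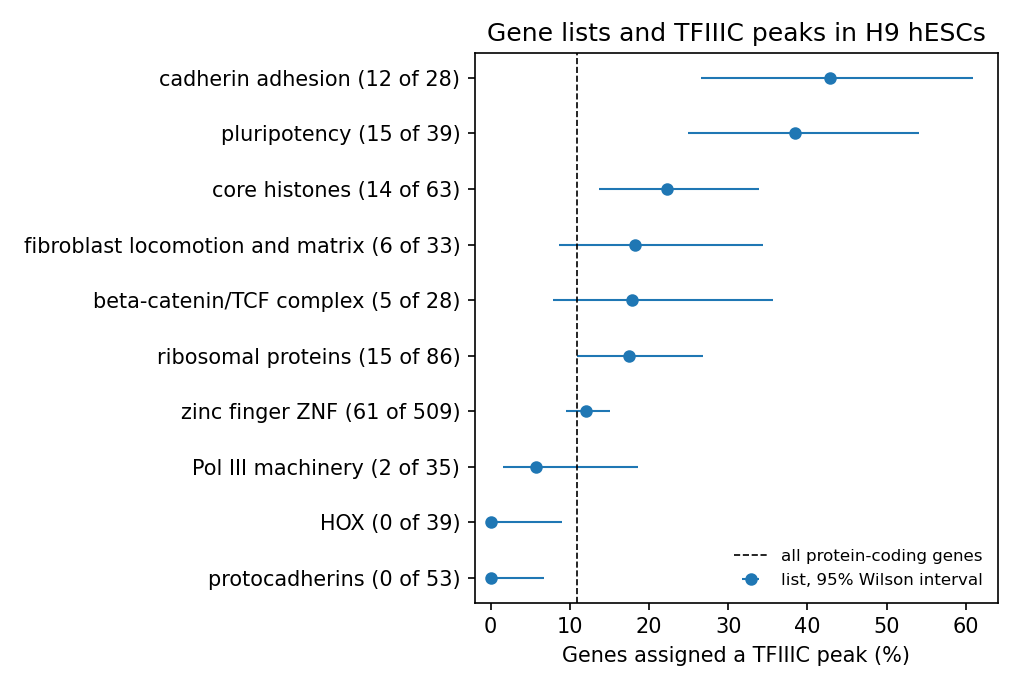
Percent of the genes of each list that were assigned a TFIIIC peak in H9 hESCs. Points are shares, horizontal lines are Wilson 95% intervals and the dashed line is the share of all protein-coding genes, 10.9%. Labels give the genes with a peak and the genes in the list. Cadherin adhesion stands highest, with 12 of 28 genes, followed by pluripotency with 15 of 39.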

All together these data show that human TFIIIC occupies loci associated with genes related to cell type-specific functions.

### 2.2. TFIIIC-Bound Regions Are Dominated by Alu Elements, but Also Contain Cell Line-Specific Repetitive Elements

As TFIIIC binds REs such as AE and MIR [20,23,24], we then asked whether TFIIIC-bound regions could display some cell-type specificity in terms of RE enrichment. Thus, we intersected TFIIIC-bound regions with all the REs of the human genome and found that each cell-specific dataset showed a marked overlap with AEs (Figure 1E). MC3C and TD3C showed the largest fraction of AE enrichment, whereas in ES3C and IM3C the AE-overlapping fraction represented around 50% of the loci (Figure 1E). We then asked whether there was a differential TFIIIC occupancy between AE and non-AE loci. The level of TFIIIC binding showed no differences between the datasets in any of the cell lines analyzed (Supplementary Figure S2A), attesting to a similar affinity of TFIIIC for regions of AE and regions of non-AE identity. We then wondered whether the non-AE regions show a specific enrichment for any particular RE. To answer this question, we compared all known REs of the human genome with each nAE set for overlap and extracted the name of the overlapping RE. The analysis showed that MC3C displayed a strong enrichment in FLAM-C elements (Figure 2A), whereas ES3C and IM3C non-AE showed a marked enrichment in MIR elements (Figure 2B,C). Lastly, the TD3C non-AE fraction was mostly constituted by ALR/Alpha elements (Figure 2D). Interestingly, hESCs and IMR90 are cells of non-epithelial origin, whereas MCF10A and T47D have indeed an epithelial origin. All together these data suggest that TFIIIC-bound regions largely overlap with AE, but also with other REs whose type appears to depend on the cell’s developmental origin.

### 2.3. Both AE and Non-AE TFIIIC-Bound Regions Are DHSs Associated with Cell Line-Specific Diseases and Phenotypic Traits

DNase I hypersensitive sites (DHSs) are cis genetic fingerprints of regulatory DNA elements shown to possess cell type- and state-specificity in humans [36]. In addition, DHSs contain genetic variations associated with phenotypic traits [36,37]. The recent creation of a comprehensive census of DHSs on a wide collection of human cells accurately associated with biological phenotypes [38] allowed us to ask whether the cell type-specific TFIIIC-bound regions could be linked to cell type identity. First, we overlapped the MC3C, IM3C, ES3C and TD3C datasets with the human DHSs and found that the majority of TFIIIC-bound regions overlapped with annotated DHSs, with the exception of TD3C, for which only 32% of the regions could be considered DHSs (Figure 2E). This differential behavior could be due to the transformed nature of the T47D cells compared with the other cell lines. Moreover, when we analyzed the phenotypes associated with the DHSs-overlapping regions, we found that both MC3C and IM3C were associated with “stroma” (Figure 2F,G), in agreement with fibroblasts being indeed the predominant cells in stroma [39]. IM3C were also enriched for “embryo” (Figure 2G), concurring with the fetal origin of IMR90 cells. ES3C were largely associated with embryonic DHSs (Figure 2H). Lastly, TD3C were majorly enriched in “cancer” phenotypes (Figure 2I). Based on these data, we conclude that cell line specific TFIIIC-bound regions MC3C, IM3C, ES3C and TD3C contain a large portion of DHSs linked to the establishment of cell line phenotypes.

As cell type-specific TFIIIC-bound regions are both AE and non-AE, we wondered which group contributed most to the overlap with DHSs. The intersected of the different datasets showed that the AE fraction provided the greatest contribution to the DHS overlap for IM3C and ES3C, with 809 DHS-positive regions out of 1037 AE (78%) and 985 DHS-positive regions out of 1162 AE (85%), respectively (Supplementary Figure S2B,C). The overlap for the non-AE was slightly lower (p-value fisher exact test = 0.0078), with 636 DHS-positive regions out of 981 non-AE (65%) for IM3C and 756 DHS-positive regions out of 1236 non-AE (61%) for ES3C (Supplementary Figure S2B,C). An inverse trend was observed for the MF3C and TD3C sites, with the non-AE regions largely contributing to the DHSs’ overlap (Supplementary Figure S2D,E). Indeed, the non-AE-MF3C regions DHS-positive were 288 out of 310 total (92%) and 53% for non-AE-TD3C (161 out of 304 regions) (Supplementary Figure S2D,E). The overlap was lower for the AE regions for both cell types: 1013 over a total of 1909 (57%) in MF3C and 951 out of 2650 (35%) in TD3C (Supplementary Figure S2D,E). Therefore, we conclude that AE-TFIIIC-bound regions largely correspond to DHSs in human primary fibroblasts and human embryonic stem cells (IM3C and ES3C), while non-AE have a higher percentage of overlap with DHSs for cells of breast epithelial origin such as MCF10A and T47D (MC3C and TD3C). Nonetheless, by looking at absolute numbers for all four cell lines combined, AE-TFIIIC-bound regions represent a total of 57% DHSs (3848 regions over a total of 6758 AE) whereas nAE-TFIIIC-bound regions constitute 65% of DHSs (1841 regions compared to a total of 2831). All these data point to the fact the both AE and non-AE regions are part of DHSs in the human genome and may therefore contribute to the acquisition of the phenotype for a particular cell type.

### 2.4. Long-Range Interactions of TFIIIC-Bound Regions Mediate Chromatin Looping in a Cell Type-Specific Manner

We have previously reported that TFIIIC controls gene expression via mechanisms involving gene looping and histone acetylation in response to serum starvation in T47D cells [19]. As many DHSs are important cis-regulatory elements that can be part of enhancers or super-enhancers [5] and given that TFIIIC is a bona fide genome organizer [19,40], it is tempting to speculate that the TFIIIC-bound regions might be involved in mechanisms sustaining long range chromatin looping. To address this point, we used published Hi-C data sets IMR90 and hESCs [41] and Hi-C and HiChIP data in T47D [19,42]. To prove that TFIIIC-bound regions are involved in long-range chromatin contacts we therefore moved to identity loops in our Hi-C data and HiChIP data using loop caller FitChIIP [43]. First, we used TD3C regions to explore the degree of global contacts in T47D HiChIP data. Aggregation plots show that TD3C regions displayed higher contact density than MF3C regions (Figure 3A), although both sets of genomic TFIIIC coordinates are coming from cell lines of breast epithelial origins, indicating a large degree of cell specificity in chromatin looping made by TFIIIC. We then hypothesized that a similar behavior should be observed when comparing Hi-C data of IMR90 and hESCs to the corresponding IM3C and ES3C regions. Therefore, we compared aggregation plots from Hi-C data from hESCs for both sets of TFIIIC-bound regions and found that ES3C displayed stronger contact frequency compared to IM3C within Hi-C matrix generated with hESCs data (Figure 3B). We then took the same inverted approach and compared contact frequency of IM3C and ES3C regions in Hi-C data from IMR90 cells (Figure 3C). As expected IM3C showed the strongest degree of genome interactions compared to ES3C (Figure 3C). All together, these data prove how TFIIIC participates in the layout of chromatin looping in a cell type specific manner.

### 2.5. CTCF Is Not Required for Chromatin Looping at TFIIIC-Bound Regions

The most studied genome organizer is known as CCCTC-binding factor (CTCF) [19,40]. Therefore, we asked whether CTCF could be implicated in TFIIIC-bound cell type-specific chromatin looping. To measure this, we looked into T47D HiChIP data and found that TD3C sites are able to interact with each other forming long-range chromatin loops at the 1.5 Mb keratin locus of chromosome 17 (Supplementary Figure S3A). The HiChIP data show that two TD3C sites (not present in other cell lines) (Supplementary Figure S3A, upper panel) were more than 1.5 Mb apart but able to make chromatin contacts (Supplementary Figure S3A, lower panel), despite the absence of CTCF at these regions (Supplementary Figure S3A, upper panel), strongly suggesting a role for TFIIIC in promoting these contacts. Same results were obtained when we looked at another region of 100 kb containing the Leucine Rich Repeat Containing 36 (LRRC36) gene on chromosome 16 (Figure 3D). This loop was only present in hESCs and not in other cell lines (Figure 3D and Supplementary Figure S3B), independently of the presence of CTCF. Indeed, CTCF was present at both the ES3C and shared TFIIIC sites in hESCs, T47D and IMR90 cells (Figure 3D, upper panel). However, we were able to detect loops between the ES3C peak and the shared TFIIIC binding site only in hESCs where a specific ES3C appeared (Figure 3D and Supplementary Figure S3B), suggesting that this interaction largely depends on TFIIIC occupancy.

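In hESCs, 2 TFIIIC peaks lay in the window from 100 kb before to 100 kb after LRRC36, and they match the positions of the shared and the ES3C site in Figure 3D. The first, at the position of the shared site, spans 67326251 to 67326700 on chromosome 16 of GRCh38. It lies inside KCTD19, 41 bp from that gene's end at 67326741, and 115 bp from LRRC36, which spans 67326815 to 67385204. It held 630 ChIP tags (exact 95% Poisson interval 582 to 681) over 22.5 background tags, a 28.0-fold enrichment (25.9 to 30.3 with the background taken as fixed) that ranked 13 of 2760 by log2. The second peak, at the position of the ES3C site, spans 67416201 to 67416400. It lies inside ZDHHC1 (67394152 to 67416477), 77 bp from that gene's end, and 22.7 kb from TPPP3 (67389809 to 67393498).
This second peak held 159 tags (135 to 186) over 21.7 background tags, a 7.32-fold enrichment (6.22 to 8.54) that ranked 1802 of 2760. The intervals of the enrichments at these sites do not overlap, with the background taken as fixed. The first peak is 450 bp wide and the second 200 bp, at 22.5 and 21.7 background tags. The contrast therefore also depends on a higher background per bp at the second peak, and the error of the background is not covered. The centres of the peaks are 89825 bp apart. Among the 1380 peaks with the higher log2 enrichment, the first peak was the only one left at the locus. That the second peak is absent from other cell lines, and the loop itself, were not tested here. From the loop found only in hESCs, where the ES3C peak appeared, while CTCF was present at both sites in other lines too, the paper proposes that the interaction largely depends on TFIIIC occupancy.

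**Figure D3:**
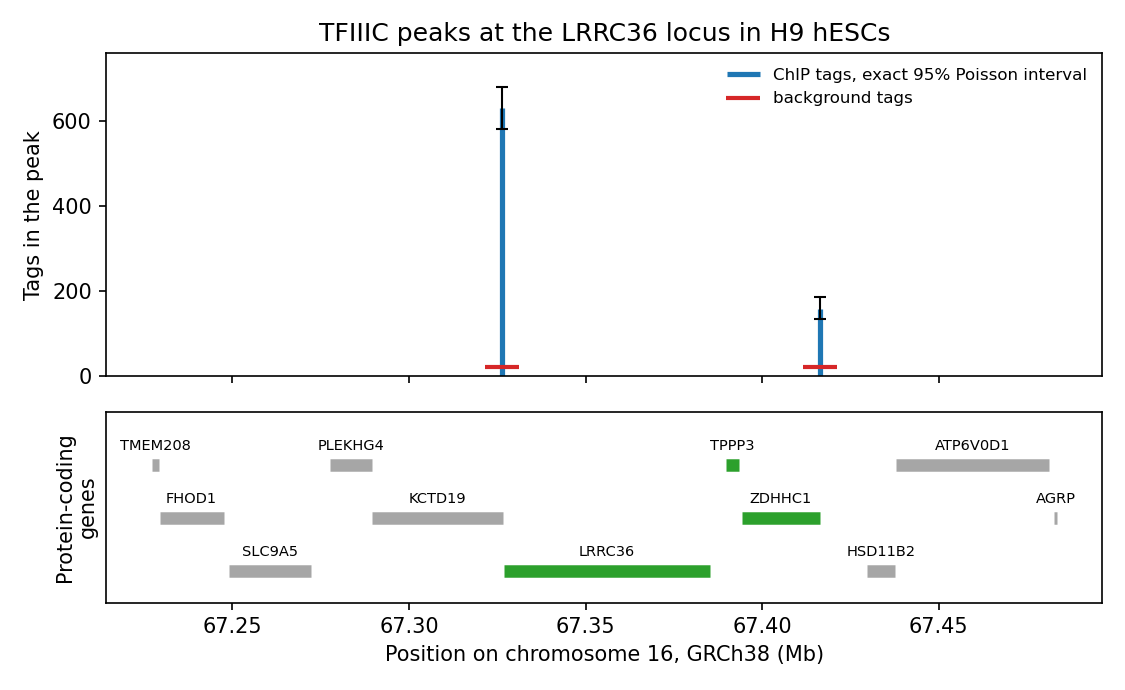
TFIIIC peaks of H9 hESCs (upper panel) and protein-coding genes (lower panel) along chromosome 16 of GRCh38, position in Mb. Blue bars are the ChIP tags of each peak with exact 95% Poisson intervals, red lines are its background tags, drawn wider than the peak, and genes named by the paper are green. The peak of 630 tags stands next to LRRC36 and the peak of 159 tags at the end of ZDHHC1.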

To further prove that CTCF is not involved in looping generated at cell type-specific TFIIIC-bound regions, we calculated the average profile of CTCF at MC3C, IM3C, ES3C and TD3C. We found that CTCF was indeed not significantly enriched at any of the cell type-specific TFIIIC-bound regions (Figure 3E). A slight enrichment was detected for IM3C and ES3C (Figure 3E), which harbor the largest fraction of DHS sites (Supplementary Figure S2A). On the contrary, CTCF enrichment was higher at TFIIIC-shared sites, which contain several known Pol III-transcribed genes and a vast majority of tRNA genes across cell lines (Supplementary Figure S3C). 

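In hESCs, 180 of 443 nuclear tRNA genes lay under a TFIIIC peak (40.6%, Wilson 95% interval 36.2 to 45.3%), against a mean of 0.17 and at most 1 in 100 random placements of the peaks along their chromosomes. With each peak moved by 50 to 500 kb, added after the data were seen, the mean was 3.43 and the highest count 8. With the genes extended by 100 bp on both sides, 252 (56.9%) met a peak, and with 500 bp, a distance added after the data were seen, 281 did (63.4%). The tRNA genes under the peaks with the highest log2 enrichment were TRV-CAC3-1 with 226 tags, 22.9 times its background, TRI-TAT1-1 with 513 tags, 19.2 times, and TRA-AGC3-1 with 503 tags, 19.0 times. They were followed by TRL-AAG3-1, TRI-AAT3-1, TRF-GAA1-6, TRN-GTT2-6, TRC-GCA4-1, TRR-CCT1-1 and TRR-CCT2-1.
Among the 423 genes whose symbols give an amino acid and a family number, tRNA-Pro genes lay under a peak more often than other tRNA genes, 15 of 20 against 40.9% (Fisher's exact test, adjusted p = 0.047 over 22 groups). Genes of tRNA-Cys did so less often, 3 of 29 (10.3%) against 44.9% (adjusted p = 0.0033, Fisher's exact test). The tests take genes as independent, but neighbouring tRNA genes can share a peak, and the 180 genes lay under 157 peaks. TRP-TGG3-5 and TRP-AGG2-8, for example, lay under the same peak. The p-values do not cover this clustering. The shares of the other 20 groups did not pass the test, among them tRNA-Trp with 6 of 7 genes, tRNA-Ser with 16 of 26 and tRNA-Glu with 5 of 15. Initiator tRNA-Met had 1 of 8 genes under a peak but 7 of 8 within 500 bp, and tRNA-Arg had 14 of 26 under a peak and 25 within 500 bp.
Among other Pol III genes with an internal promoter of type 2, RN7SL1, RN7SL2 and the vault RNA gene VTRNA1-1 lay under a peak. Together with the tRNA genes, 183 of 465 type 2 genes did (39.4%, Wilson 95% interval 35.0 to 43.9%). None of 13 genes with a type 3 promoter, which lies upstream of the gene and does not bind TFIIIC, was under a peak, a count that allows a share of up to 23.1% (Fisher's exact test, two-sided, p = 0.0024). Within 100 bp of a peak were 2 of the 13, RN7SK, at 100 bp, and RMRP, at 50 bp, and within 500 bp also RNU6ATAC. None of 17 annotated 5S rRNA genes was under a peak, which allows up to 17.6% if genes are taken as independent. These genes lie together on chromosome 1, from 228610266 to 228646158, so the limit is too narrow. Reads shared between these copies were not tested, so the missing peaks do not show that TFIIIC is absent. Type 2 genes other than tRNA genes, 3 of 22, did not differ from type 3 genes at the threshold (p = 0.28, Fisher's exact test), and within 500 bp of a peak were 5 of 22 (22.7%) of them and 3 of 13 (23.1%) type 3 genes. The values cover all hESC peaks and not only sites shared by the cell lines.

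**Figure D4:**
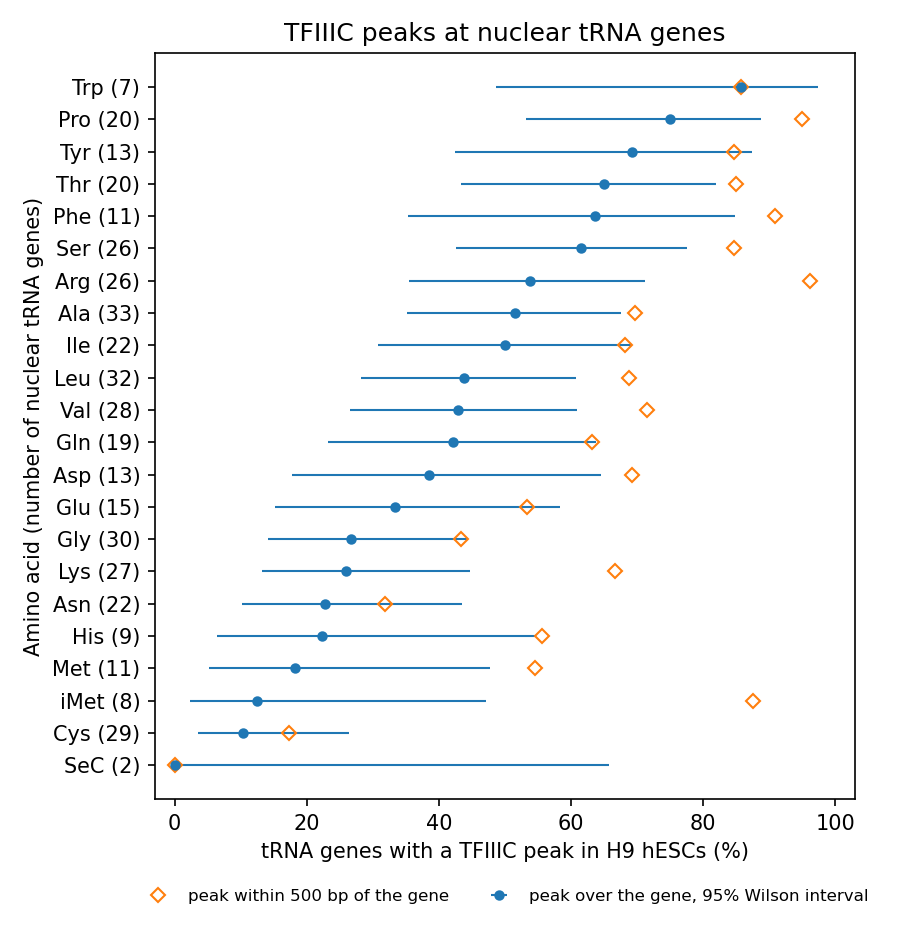
Percent of nuclear tRNA genes with a TFIIIC peak in H9 hESCs, by amino acid (iMet, initiator methionine; SeC, selenocysteine), with the number of genes in brackets. Filled points are genes under a peak with Wilson 95% intervals and open diamonds are genes with a peak within 500 bp. Among groups past the test, tRNA-Pro stands above and tRNA-Cys, at 10.3%, below most others.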

All together these data show that in normal conditions CTCF is not directly involved in chromatin loops associated with TFIIIC-bound regions that show cell type-specificity.

## 3. Discussion

3D genome organization plays a fundamental role in regulating gene transcription [44,45]. However, very little is known about the contribution of transcription factors and in particular whether GTFs together with CTFs can also participate in organizing the structural landscape of nuclear chromatin. Here, we provide a detailed analysis of the involvement of the Pol III GTF TFIIIC in the organization of chromatin structure via looping formation at DEEs in a cell type-specific manner. This study therefore supports the view that even a GTF, which is expressed in all cells within the human body, could actually provide a function related to 3D genome organization typical of master regulators of transcription such as CTFs. Our findings indicate that a large fraction of TFIIIC genomic occupancy is cell type-specific (at least for the cell lines used in the study), whereas shared loci concur with the TFIIIC general function in favoring transcription of its known Pol III gene targets and consistent across all cell lines examined. These results are in agreement with previous data reported by our group [19] and others [46]. The cell type-specific TFIIIC sites (MC3C, IM3C, ES3C and TD3C) are associated with GO terms in line with basic functions of the cell type they belong to, suggesting that these target sites might aim to determine and/or sustain cell-specialized cis-regulatory functions. Supporting this regulatory role, TFIIIC-bound regions are largely composed of REs and, in particular AE, which represent a large portion of transposable elements and have been adapted to evolve proto-enhancers function in the human genome [47]. On the same line, our previous work showed that AE bound by TFIIIC could provide a new way of regulating spatial nuclear localization of key cell cycle genes impacting their expression, and linked to clinical outcome in breast cancer patients [19]. In addition, each set of cell type-specific TFIIIC sites also harbors a particular group of non-AE, as the case of MIRs in hESCs and IMR90. Notably, these elements have been shown to possess a widespread role of enhancer-like transposable elements in cell identity and long-range genomic interactions [48]. In the case of MCF10A, the non-AE TFIIIC sites overlapped with FLAM-C elements, which are Alu monomers and shown to be a predictor of breast ductal carcinoma [49]. This could be compatible (and a hypothesis to test) with a putative role of these elements in providing new cis-regulatory elements to push immortalization of normal MCF10A breast cells. The small fraction of non-AE TFIIIC sites in T47D were constituted predominantly by ALR/Alpha, a cancer-enriched human alpha satellite, in line with a great expansion of these elements in tumor cells [50].

TFIIIC recognizes two DNA sequences known as A- and B-box, which are the prototypical internal promoter of Pol III transcriptional units [20], and are also contained within AE. In fact, we have shown that AEs serve as cis-regulatory landing platforms for the six-subunit TFIIIC factor [19]. Following local chromatin alterations, TFIIIC can create new loops (or reinforce pre-existing ones) to maintain cell cycle gene expression in T47D breast cancer cells [19]. In this work we extend this concept to three other cell lines. Our data provide evidence that cell line specific TFIIIC-bound regions highly overlap with DHSs, well-known markers of mostly distal enhancer regulatory elements (DEEs). DHSs are tied-up with the establishment of cell phenotype and shown to be enriched in both trait heritability and disease-associated variants [38,51]. Therefore, it is possible that cell type-specific TFIIIC sites could behave DEEs capable of triggering loop formation in distinct cellular contexts. Our data clearly point to this direction as shown by the ability of TFIIIC-bound regions to create chromatin loops only in the cell type they appear. This is a striking observation considering that this job was normally attributed to CTFs and/or certain 3D genome architectural proteins such as CTCF and cohesin [12,52]. Indeed, TFIIIC was previously suggested to contain functional similarities to both general transcription factors and transcriptional activators [53]. Our data also provide evidence that looping-forming TFIIIC-bound regions are devoid of CTCF sites and that TFIIIC sites shared across cell lines have higher level of occupancy for CTCF than at cell type-specific TFIIIC-bound regions. Notably, as we previously reported [19], other proteins might also be involved in GTF3C-mediated looping, such as the Activity dependent neuroprotective protein (ADNP) [19,54]. However, in the absence of ChIP-seq data for ADNP and other possible TFIIIC interactors, we cannot rule out a scenario where TFIIIC action at cell type-specific TFIIIC sites could be potentially sustained by other factors.

Finally, a general conclusion of our findings is that cis-regulatory elements within the mammalian genome are not such well-defined entities as previously thought, and many more TFs, which have been mis-categorized as housekeeping GTFs, such as TFIIIC, might instead play more cell-type specific functions in the DEEs and promoters’ interaction.

## 4. Materials and Methods

### 4.1. H9 Cell Culture

Human H9 (WiCell) ES cells were grown feeder-free on the matrigel (Corning™ 354277, ThermoFisher Scientific, Waltham, MA, USA) coated 6-well plate in the maintenance media (StemCell Technologie # 85850, Vancouver, Canada). They were passaged with enzyme-free method (ReLeSR, StemCell Technologie #05872, Vancouver, Canada) once they become nearly confluent. On the day of passaging, the media is supplemented with 10 µM Y27632 (Rho kinase inhibitor IV, EMD Chemicals, Merck KGaA, Darmstadt, Germany).

### 4.2. Chromatin Immunoprecipitation (ChIP): Chromatin Purification and Library Preparation

Cross-linked chromatin free of RNA from hESC H9 was prepared in the lab of Atsushi Nakano at the University of California Los Angeles (UCLA), Los Angeles (USA), and immunoprecipitation was carried out with the TFIIIC antibody [19] and performed as previously described [25]. DNA was quantified with the Qubit HS kit Q32851 (ThermoFisher Scientific, Waltham, MA, USA).

### 4.3. ChIP-Seq Sequencing

Single-end sequencing libraries were constructed from 1 ng of immunoprecipitated and input DNA using the Ovation Ultralow DR Multiplex System 1–8 and 9–16 kit (NuGen). To minimize false positives calling, several input libraries were sequenced to reach saturation with a coverage of 4 reads/bp of the human genome for each condition.

### 4.4. External Data Sources

ChIP-seq data for GTF3C in IMR90, MCF-10A and T47D was taken from GEO: GSE120162. ChIP-seq for GTF3C in hESCs was produced in this study (deposited at GEO repository with ID number: GSE195499). ChIP-seq for CTCF in T47D was taken from GEO: GSE120162; in MCF-10A from GEO: GSM2599084; in IMR90 from GEO: GSM935404; in hESCs from GEO: GSM803419. ChIP-seq for Pol2 in T47D was taken from GEO: GSM1503827; in MCF-10A from GEO: GSM2467771; in IMR90 from GEO: GSM935513; in hESCs from GEO: GSM3395077.

### 4.5. ChIP-Seq Data Analysis

Analysis of ChIP-seq data was carried out as previously described [26] with minor modifications [27]. Heatmaps and average profiles of ChIP-seq data were generated using computematrix and plotheatmap function of deeptools 3.0 [28].

### 4.6. Bedtools

Bed intersection was carried out using bedtools [29] “intersectBed” function with default parameters of 1-bp overlap. Graphic representation of Venn diagrams has been obtained with R graphic, using R-studio (https://www.rstudio.com, accessed on 22 January 2022).

### 4.7. GO Analysis

ChIP-seq Enrich (http://chip-enrich.med.umich.edu, accessed on 22 January 2022) [30] was used with default parameters to detect GO terms enrichments and association of peaks with genes, respectively. Lists of genome coordinates derived from downstream analysis of ChIP-seq data were analyzed with ChIP-seq Enrich. Parameters used: locus definition (Nearest TSS), Enrichment Method (Chip-Enrich), filter (2000 genes), adjust for the mappability of the gene locus regions (False).

### 4.8. HiChIP-Seq Analysis

HiChIP-seq analysis was performed using dovetail HiChIP pipeline using manufacturer’s instructions (https://hichip.readthedocs.io/en/latest/index.html, accessed on 26 January 2022). Hi-C matrixes were generated from HiChIP-seq data using HiC-pro pipeline [31]. Finally, loops were called using the all to all parameters of FitHiChIP [32]. Loops representation was done using Sushi R script (https://bioconductor.org/packages/release/bioc/html/Sushi.html, accessed on 22 January 2022) and aligned with ChIP-seq data and Hi-C matrices. Finally, hicAggregateContacts plots were generated using HiCExplorer tools [33].

## 5. Conclusions

This work extends previous knowledge about the role of TFIIIC as a bona fide genome organizer whose action participates in cell type-dependent 3D genome looping via binding to REs. This work also emphasizes the role of diverse REs in regulating chromatin folding defying an architectural role for SINEs, FLAM-C, MIR, ALR/alpha in human cells via binding of TFIIIC. Our findings expose novel roles for this general transcription factor that could go far beyond its known function in Pol III transcription. Therefore, our data points to TFIIIC as a potential new “integrator” capable of reading different and dispersed REs within the genome and rewiring them into a cell type-specific network of CTCF-devoted loops in human cells.

## Figures and Tables

**Figure 1:**
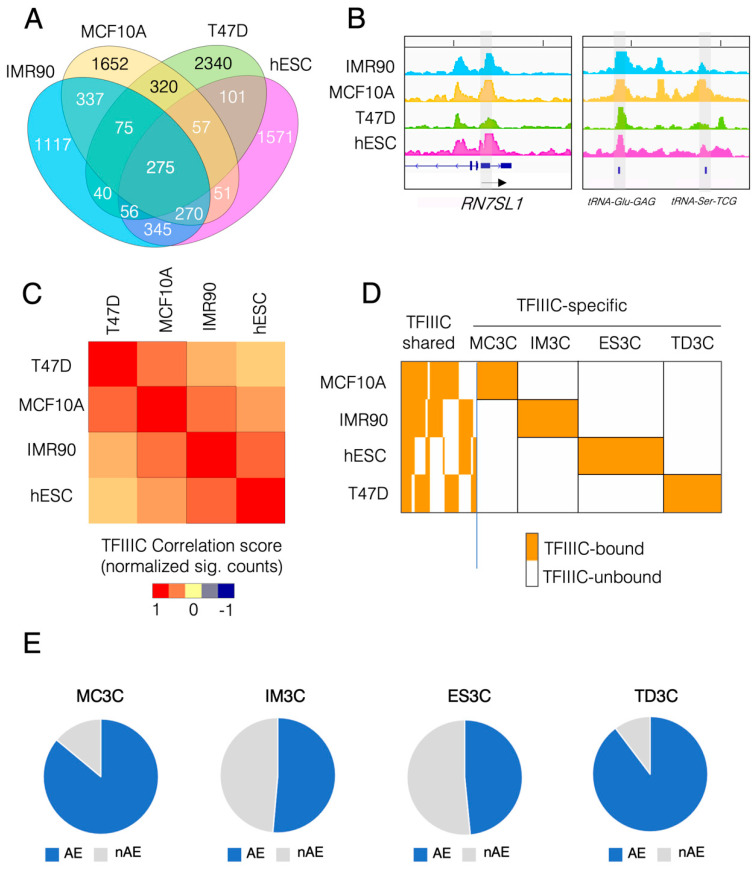
TFIIIC occupancy in several human cell lines displays marked cell type specificity and overlap with repetitive elements. (**A**) Venn diagram of the overlap among the genome-wide peaks for TFIIIC occupancy in the 4 human cell lines used in this study (IMR90, MCF10A, T47D and hESCs). (**B**) Genome browser view of ChIP-seq data for TFIIIC on two Pol III representative loci: the *RN7SL1* gene and the gene for the *tRNA-Glu-GAG* (arrow indicates the direction of transcription). Highlighted in grey is the gene bound by TFIIIC in all 4 cell lines. Note that the gene for the *tRNA-Ser-TCG* is only occupied in MCF10A. (**C**) Matrix of Pearson’s correlation between TFIIIC ChIP-seq data across the cell lines indicated. Color scale indicates the correlation score based on normalized sig tags. (**D**) Heatmap of combinatorial occupancy of ChIP-seq of TFIIIC across all cell lines indicated. Each vertical line represents a genomic coordinate which could be bound (orange color) or not bound (white color) by the factor. Left side of the figure shows the TFIIIC-shared sites across all the cell line tested. Cell type-specific occupancy of TFIIIC (right part of the heatmap) has been highlighted by the black boxes and each set of genomic coordinates particular for each cell line has been named accordingly: MCF10A (MC3C), IMR90 (IM3C), hESCs (ES3C) and T47D (TD3C). (**E**) Pie charts showing the fraction of MC3C, IM3C, ES3C and TD3C that overlap with AE (AE) in blue and not overlapping with AE (nAE) in grey.

**Figure 2:**
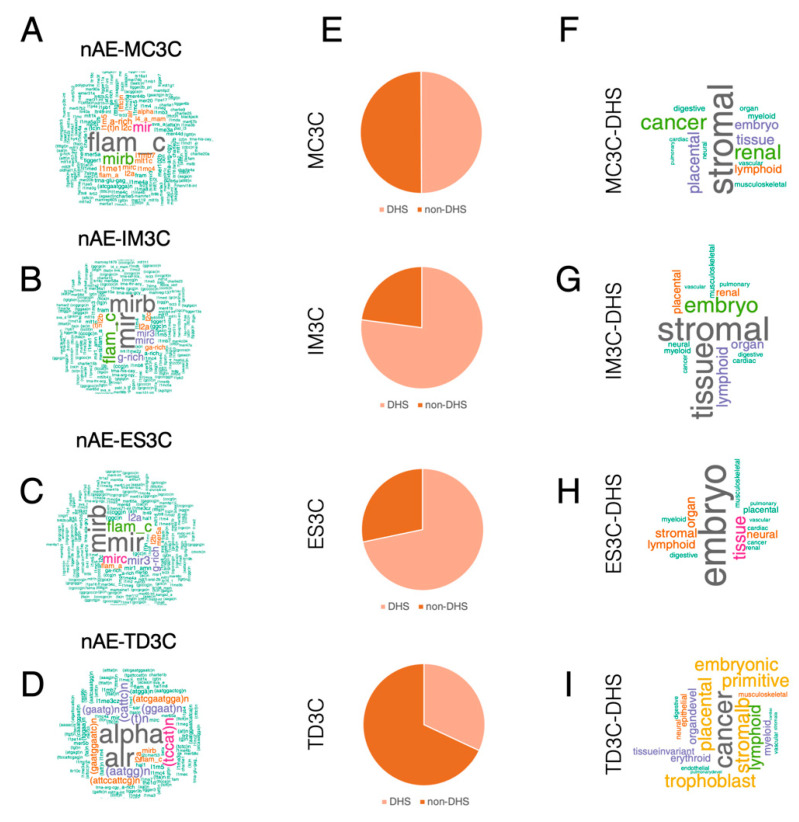
Cell line-specific TFIIIC-bound regions are DHSs linked with phenotypic traits. (**A**–**D**) Word Cloud analysis of REs associated with non-AE (nAE) MC3C, IM3C, ES3C. Larger fonts stand for higher frequency of the RE. (**E**) Pie charts showing the fraction of MC3C, IM3C, ES3C and TD3C that overlap with DHSs as defined in [36] in light orange and non-overlapping (dark orange). (**F**–**I**) Word Cloud analysis of disease and phenotypic traits of MC3C, IM3C, ES3C and TD3C that overlap with DHSs (MC3C-DHS, IM3C-DHS, ES3C-DHS and TD3C-DHS) as defined in [36]. Larger fonts stand for higher frequency of the disease and phenotypic traits found in the overlap.

**Figure 3:**
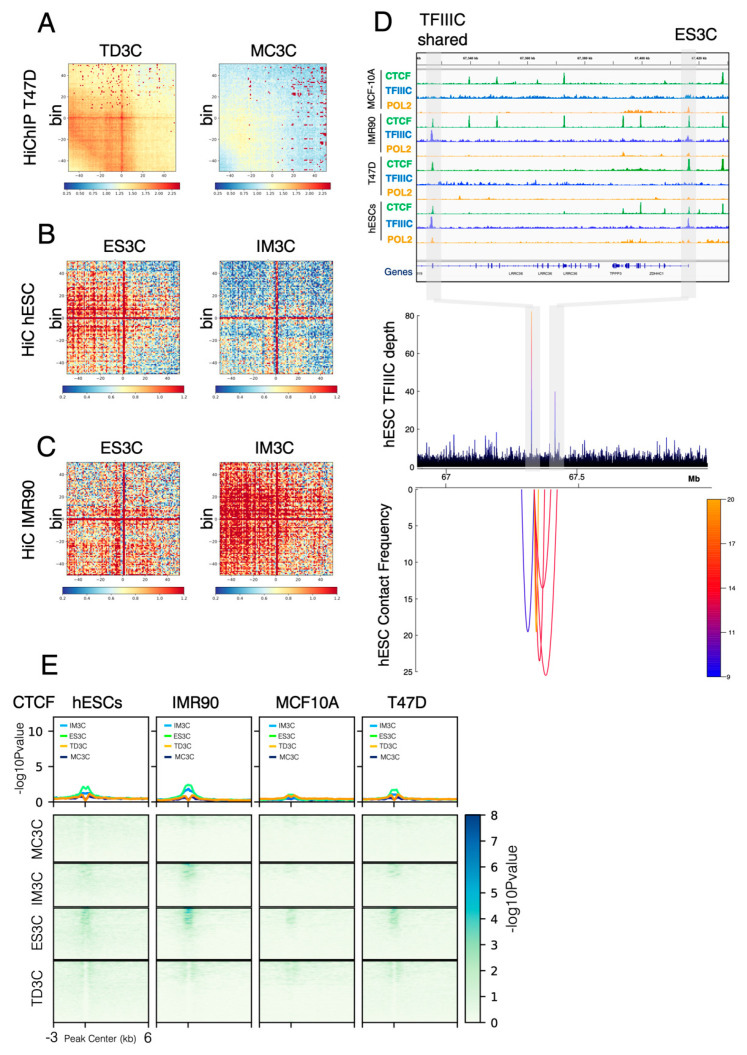
Long-range chromatin loops formed by TFIIIC-bound regions are cell type-specific and devoid of CTCF. (**A**) HiCExplorer Aggregate plots. Long distance interactions among TD3C and MF3C using T47D HiChIP data from our previous study [42]. Hi-C analysis showed increased contacts among TD3C than among MF3C. The genomic coordinates of the TD3C and MF3C are centered between half the number of bins and the other half number of bins. Plotted are the sub-matrices of the aggregated contacts frequency for 40 bins (1.5 kb bin size, 60 kb in total) both upstream and downstream direction. Color bar scale with increasing red shades of color stands for higher contact frequency. (**B**) HiCExplorer Aggregate plots. Long distance interactions in ES3C and IM3C using hESCs Hi-C data from [41]. Hi-C analysis showed increased contacts in ES3C as compared with in IM3C. (**C**) HiCExplorer Aggregate plots. Long distance interactions in ES3C and IM3C using IMR90 Hi-C data from [41]. Hi-C analysis showed increased contacts in IM3C as compared with in ES3C. (**D**) Interaction map for Hi-C data at the 100 kb LRRC36 locus in hESCs. Top panel: ChIP-seq data for the indicated factors (CTCF, Pol2 and TFIIIC) in each cell line used in this study. Bottom panel: interaction frequency map obtained by the loop caller FitHiChIP [43] on hESCs Hi-C data [41]. Arcs indicate the interaction between different genomic coordinates and colors reflect the intensity of the interaction. The location of the ES3C and TFIIIC shared sites is indicated by the grey rectangles. (**E**) Heatmap of -log10 of the Poisson *p*-value for CTCF occupancy in MC3C, IM3C, ES3C and TD3C for each cell line used in this study. Very low enrichment is detected for these cell type-specific regions of TFIIIC binding in all the cell lines tested. Color map is indicated.

## Data Availability

Sequencing data of TFIIIC ChIP-seq in H9 hESCs has been deposited in GEO: GSE195499.

## Supplementary Materials

The following supporting information can be downloaded at: https://www.mdpi.com/article/10.3390/ijms23042260/s1.

## References

[1] Zheng H., Xie W. (2019). The role of 3D genome organization in development and cell differentiation. Nat. Rev. Mol. Cell Biol..

[2] Li Y., Hu M., Shen Y. (2018). Gene regulation in the 3D genome. Hum. Mol. Genet..

[3] Lambert S.A., Jolma A., Campitelli L.F., Das P.K., Yin Y., Albu M., Chen X., Taipale J., Hughes T.R., Weirauch M.T. (2018). The human transcription factors. Cell.

[4] Juven-Gershon T., Kadonaga J.T. (2010). Regulation of gene expression via the core promoter and the basal transcriptional machinery. Dev. Biol..

[5] Schoenfelder S., Fraser P. (2019). Long-range enhancer-promoter contacts in gene expression control. Nat. Rev. Genet..

[6] Grosveld F., van Staalduinen J., Stadhouders R. (2021). Transcriptional regulation by (super) enhancers: From discovery to mechanisms. Annu. Rev. Genom. Hum. Genet..

[7] Stadhouders R., Vidal E., Serra F., Di Stefano B., Le Dily F., Quilez J., Gomez A., Collombet S., Berenguer C., Cuartero Y. (2018). Transcription factors orchestrate dynamic interplay between genome topology and gene regulation during cell reprogramming. Nat. Genet..

[8] Reese J.C. (2003). Basal transcription factors. Curr. Opin. Genet. Dev..

[9] Pombo A., Dillon N. (2015). Three-dimensional genome architecture: Players and mechanisms. Nat. Rev. Mol. Cell. Biol..

[10] Ren B., Yue F. (2015). Transcriptional enhancers: Bridging the genome and phenome. Cold Spring Harbor Symposia on Quantitative Biology.

[11] Merkenschlager M., Nora E.P. (2016). CTCF and cohesin in genome folding and transcriptional gene regulation. Annu. Rev. Genom. Hum. Genet..

[12] Weintraub A.S., Li C.H., Zamudio A.V., Sigova A.A., Hannett N.M., Day D.S., Abraham B.J., Cohen M.A., Nabet B., Buckley D.L. (2017). YY1 is a structural regulator of enhancer-promoter loops. Cell.

[13] Soutourina J. (2018). Transcription regulation by the Mediator complex. Nat. Rev. Mol. Cell Biol..

[14] Tippens N.D., Vihervaara A., Lis J.T. (2018). Enhancer transcription: What, where, when, and why?. Genes Dev..

[15] Andersson R., Sandelin A., Danko C.G. (2015). A unified architecture of transcriptional regulatory elements. Trends Genet..

[16] Ji X., Dadon D.B., Abraham B.J., Lee T.I., Jaenisch R., Bradner J.E., Young R.A. (2015). Chromatin proteomic profiling reveals novel proteins associated with histone-marked genomic regions. Proc. Natl. Acad. Sci. USA.

[17] Engelen E., Brandsma J.H., Moen M.J., Signorile L., Dekkers D.H., Demmers J., Kockx C.E., Ozgür Z., Van Ijcken W.F., Van Den Berg D.L. (2015). Proteins that bind regulatory regions identified by histone modification chromatin immunoprecipitations and mass spectrometry. Nat. Commun..

[18] Mizzen C.A., Yang X.J., Kokubo T., Brownell J.E., Bannister A.J., Owen-Hughes T., Workman J., Wang L., Berger S.L., Kouzarides T. (1996). The TAF(II)250 subunit of TFIID has histone acetyltransferase activity. Cell.

[19] Ferrari R., de Llobet Cucalon L.I., Di Vona C., Le Dilly F., Vidal E., Lioutas A., Oliete J.Q., Jochem L., Cutts E., Dieci G. (2020). TFIIIC binding to alu elements controls gene expression via chromatin looping and histone acetylation. Mol. Cell..

[20] Dieci G., Fiorino G., Castelnuovo M., Teichmann M., Pagano A. (2007). The expanding RNA polymerase III transcriptome. Trends Genet..

[21] Deininger P. (2011). Alu elements: Know the SINEs. Genome Biol..

[22] Ferrari R., Grandi N., Tramontano E., Dieci G. (2021). Retrotransposons as drivers of mammalian brain evolution. Life.

[23] Carnevali D., Dieci G. (2017). Identification of RNA polymerase III-transcribed SINEs at single-locus resolution from RNA sequencing data. Non-Coding RNA.

[24] Conti A., Carnevali D., Bollati V., Fustinoni S., Pellegrini M., Dieci G. (2015). Identification of RNA polymerase III-transcribed Alu loci by computational screening of RNA-Seq data. Nucleic Acids Res..

[25] Cournac A., Koszul R., Mozziconacci J. (2016). The 3D folding of metazoan genomes correlates with the association of similar repetitive elements. Nucleic Acids Res..

[26] Van De Werken H.J., Haan J.C., Feodorova Y., Bijos D., Weuts A., Theunis K., Holwerda S.J., Meuleman W., Pagie L., Thanisch K. (2017). Small chromosomal regions position themselves autonomously according to their chromatin class. Genome Res..

[27] Quinlan A.R., Hall I.M. (2010). BED tools: A flexible suite of utilities for comparing genomic features. Bioinformatics.

[28] Welch R.P., Lee C., Imbriano P.M., Patil S., Weymouth T.E., Smith R.A., Scott L.J., Sartor M.A. (2014). ChIP-Enrich: Gene set enrichment testing for ChIP-seq data. Nucleic Acids Res..

[29] Yuki K., Yoshida Y., Inagaki R., Hiai H., Noda M. (2014). E-cadherin-downregulation and RECK-upregulation are coupled in the non-malignant epithelial cell line MCF10A but not in multiple carcinoma-derived cell lines. Sci. Rep..

[30] Lechler T. (2012). Adherens junctions and stem cells. Adherens Junctions Mol. Mech. Tissue Dev. Dis..

[31] Yi F., Merrill B.J. (2007). Stem cells and TCF proteins: A role for beta-catenin--independent functions. Stem Cell Rev..

[32] Abercrombie M., Heaysman J.E., Pegrum S.M. (1970). The locomotion of fibroblasts in culture. 3. Movements of particles on the dorsal surface of the leading lamella. Exp. Cell Res..

[33] Bainbridge P. (2013). Wound healing and the role of fibroblasts. J. Wound Care.

[34] Van Deurs B., Zou Z.Z., Briand P., Balslev Y., Petersen O.W. (1987). Epithelial membrane polarity: A stable, differentiated feature of an established human breast carcinoma cell line MCF-7. J. Histochem. Cytochem..

[35] Hoffmann C., Mao X., Brown-Clay J., Moreau F., Al Absi A., Wurzer H., Sousa B., Schmitt F., Berchem G., Janji B. (2018). Hypoxia promotes breast cancer cell invasion through HIF-1alpha-mediated up-regulation of the invadopodial actin bundling protein CSRP2. Sci. Rep..

[36] Meuleman W., Muratov A., Rynes E., Halow J., Lee K., Bates D., Diegel M., Dunn D., Neri F., Teodosiadis A. (2020). Index and biological spectrum of human DNase I hypersensitive sites. Nature.

[37] Stergachis A.B., Neph S., Reynolds A., Humbert R., Miller B., Paige S.L., Vernot B., Cheng J.B., Thurman R.E., Sandstrom R. (2013). Developmental fate and cellular maturity encoded in human regulatory DNA landscapes. Cell.

[38] Maurano M.T., Humbert R., Rynes E., Thurman R.E., Haugen E., Wang H., Reynolds A.P., Sandstrom R., Qu H., Brody J. (2012). Systematic localization of common disease-associated variation in regulatory DNA. Science.

[39] Chen X., Song E. (2019). Turning foes to friends: Targeting cancer-associated fibroblasts. Nat. Rev. Drug Discov..

[40] Galli G.G., Carrara M., Francavilla C., Honnens de Lichtenberg K., Olsen J.V., Calogero R.A., Lund A.H. (2013). Genomic and proteomic analyses of Prdm5 reveal interactions with insulator binding proteins in embryonic stem cells. Mol. Cell. Biol..

[41] Dixon J.R., Selvaraj S., Yue F., Kim A., Li Y., Shen Y., Hu M., Liu J.S., Ren B. (2012). Topological domains in mammalian genomes identified by analysis of chromatin interactions. Nature.

[42] Zaurin R., Ferrari R., Nacht A.S., Carbonell J., Le Dily F., Font-Mateu J., de Llobet Cucalon L.I., Vidal E., Lioutas A., Beato M. (2021). A set of accessible enhancers enables the initial response of breast cancer cells to physiological progestin concentrations. Nucleic Acids Res..

[43] Bhattacharyya S., Chandra V., Vijayanand P., Ay F. (2019). Identification of significant chromatin contacts from HiChIP data by FitHiChIP. Nat. Commun..

[44] Schneider R., Grosschedl R. (2007). Dynamics and interplay of nuclear architecture, genome organization, and gene expression. Genes Dev..

[45] Le Dily F., Bau D., Pohl A., Vicent G.P., Serra F., Soronellas D., Castellano G., Wright R.H., Ballare C., Filion G. (2014). Distinct structural transitions of chromatin topological domains correlate with coordinated hormone-induced gene regulation. Genes Dev..

[46] Moqtaderi Z., Wang J., Raha D., White R.J., Snyder M., Weng Z., Struhl K. (2010). Genomic binding profiles of functionally distinct RNA polymerase III transcription complexes in human cells. Nat. Struct. Mol. Biol..

[47] Su M., Han D., Boyd-Kirkup J., Yu X., Han J.D. (2014). Evolution of Alu elements toward enhancers. Cell Rep..

[48] Cao Y., Chen G., Wu G., Zhang X., McDermott J., Chen X., Xu C., Jiang Q., Chen Z., Zeng Y. (2019). Widespread roles of enhancer-like transposable elements in cell identity and long-range genomic interactions. Genome Res..

[49] Beck J., Urnovitz H.B., Mitchell W.M., Schutz E. (2010). Next generation sequencing of serum circulating nucleic acids from patients with invasive ductal breast cancer reveals differences to healthy and nonmalignant controls. Mol. Cancer Res..

[50] Bersani F., Lee E., Kharchenko P.V., Xu A.W., Liu M., Xega K., MacKenzie O.C., Brannigan B.W., Wittner B.S., Jung H. (2015). Pericentromeric satellite repeat expansions through RNA-derived DNA intermediates in cancer. Proc. Natl. Acad. Sci. USA.

[51] Chen Y., Chen A. (2019). Unveiling the gene regulatory landscape in diseases through the identification of DNase I-hypersensitive sites. Biomed. Rep..

[52] Hansen A.S., Pustova I., Cattoglio C., Tjian R., Darzacq X. (2017). CTCF and cohesin regulate chromatin loop stability with distinct dynamics. Elife.

[53] Lata E., Choquet K., Sagliocco F., Brais B., Bernard G., Teichmann M. (2021). RNA polymerase III subunit mutations in genetic diseases. Front. Mol. Biosci..

[54] Ostapcuk V., Mohn F., Carl S.H., Basters A., Hess D., Iesmantavicius V., Lampersberger L., Flemr M., Pandey A., Thomä N.H. (2018). Activity-dependent neuroprotective protein recruits HP1 and CHD4 to control lineage-specifying genes. Nature.

How the deposited data were processed for this re-analysis (not part of the article)

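The series lists 1 ChIP-seq library of TFIIIC and 1 input library of H9 hESCs. The paper's methods speak of several input libraries for each condition, so it is not known whether the background rests on the 1 input listed. The deposited data hold 1 peak list, that of the ChIP library, and no processed values of the input. The paper describes single-end libraries of immunoprecipitated and input DNA, and the submitters' processing notes name Bowtie and GRCh38 without a version. The peak caller and its thresholds are not given in the sources used here. The authors' list gives the ChIP tags of each peak as whole-number counts, the background tags as a signal scaled to the ChIP library, the log2 of ChIP tags over background tags, and a -log10 Poisson p-value with a limit of 16. These units were read from the values. The log2 value equalled the log2 of the ratio in 2760 of 2760 peaks. Of the 573 peaks of 1 window, 339 had the lowest background of their chromosome. This lowest value went from 1.91 tags on chromosome 22 to 3.26 on chromosome 3. Enrichments and ranks of peaks with a low background therefore depend on it. In 489 of the 556 peaks of 1 window that are below the limit, the -log10 p-value equalled the Poisson tail of the tags given the background, with a tolerance of 0.001, and the largest difference in the others was 0.298. The list holds tags in peaks only, so the depth of the library is unknown. There are no replicates, and peaks and genes are not replicates of the experiment. Intervals cover counting error only: Wilson 95% intervals for shares, exact 95% Poisson intervals for tags, and 3 counts for the limit that a count of 0 allows.

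Genes came from the RefSeq table of GRCh38 without strand. The design written before the data were examined used the distance to the nearest TSS. With no strand this became the distance from the peak centre to the nearest gene end, and exons and introns were not told apart. A peak and a gene overlapped when they shared at least 1 bp, as in the paper's methods. Random sets were 100 placements of regions of the same widths on the same chromosomes, between the first and the last gene of each chromosome, with assembly gaps not left out. Their p-values are one-sided and cannot be below 0.0099. When tested on simulated peaks, a planted excess of 5% or 20% of peaks at gene ends was above all random sets in 100% of 50 runs each and a planted excess of 0 in 0% of 50 runs. The tags, widths and log2 values of peaks near tRNA genes were compared with those of other peaks by 100000 permutations, two-sided.

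For gene lists, each peak was assigned to the protein-coding gene with the nearest end, and 2181 of 20037 genes (10.9%) had a peak. A logistic additive model took list membership and a cubic spline of log10 locus length as terms, after the ChIP-Enrich method that the paper names. It takes genes as independent, so its intervals and p-values do not cover the clustering of neighbouring genes of a list. The same holds for the other tests of the lists. P-values were adjusted by the Benjamini-Hochberg method over 10 lists. The lists for the beta-catenin/TCF complex, pluripotency, cadherin adhesion, fibroblast locomotion and matrix and the Pol III machinery were written by gene, and those of core histones, ribosomal proteins, ZNF zinc finger genes, HOX genes and protocadherins by symbol pattern, all before the data were examined. Of 40 pluripotency genes, 39 were found in the table. CDH1 and CTNNB1 are in more than 1 list. For a list with a count of 0 the model could not be fitted. Its p was first taken from Fisher's exact test, which passed both such lists, and was replaced, after those results were seen, by the doubled chance of a count of 0 under a model of locus length alone. This also changed the adjusted p-values of other lists. When tested on simulated lists of 200 genes with planted odds ratios of 1, 2 and 4, the model gave medians of 0.98, 1.96 and 4.01 and p-values under 0.05 in 4, 94 and 100% of 100 runs.

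The genes to be named were set by a rule: those the paper names, genes of the Pol III lists under a peak up to 15 by score, up to 8 genes of each other list with the closest peak first, and the 10 peaks with the highest score. The score was to be the authors' own. The log2 enrichment was chosen as the score after the values were seen, since the -log10 p-value was at its limit in 55.6% of peaks and tags grow with peak width. The peaks with the most tags, FOXD3, SOX2, POU5F1, TBX3, TFAP2C, PRDM14, JARID2, RPS29 and the 5S pseudogenes were named after their values were seen. So were tRNA genes and type 3 genes near a peak, and other genes under a named peak.

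Classes of Pol III genes were compared by Fisher's exact test, two-sided. The tests of Pol III genes take genes as independent, although neighbouring genes can share a peak. Alternatives set before the data were examined were the 1380 peaks with the higher log2 enrichment, chromosomes 1 to 22 and X, merged peaks, Pol III genes extended by 100 bp, a distance of 5 kb to a gene end, peaks within 50 kb of a gene end, Fisher's exact test without locus length, and core histones added to the beta-catenin/TCF list. Alternatives added later were local shifts of 50 to 500 kb, removal of peaks within 500 bp of a tRNA gene, assignment by gene body, Pol III genes extended by 500 bp, and peaks at the -log10 p-value of 16. Not run, since no genome sequence or repeat annotation was at hand, were the overlaps with Alu, MIR, FLAM-C and alpha satellite elements, the enrichment at Alu against other peaks, the B-box and CTCF motifs, and random regions matched on GC content. The TFIIIC peaks of the other lines, Hi-C, HiChIP and CTCF data were not analysed. Calculations used Python 3.11.15 with NumPy 2.4.6, pandas 2.3.3, SciPy 1.17.1, statsmodels 0.14.6 and matplotlib 3.10.9, and R 4.3.3 with mgcv 1.9.3.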

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

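Assignment of peaks by gene body and removal of peaks within 500 bp of a tRNA gene were chosen after the data were seen, while what the latter would show for histone genes was written before its result. The results here concern genes and lists that the paper's text does not name for hESCs. Core histone genes had hESC TFIIIC peaks more often than other genes, with an odds ratio of 5.19 with locus length in the model and 2.35 in Fisher's exact test without it (adjusted p = 0.019), and tRNA genes interspersed with the histone genes of chromosome 6 are a candidate explanation. Without peaks within 500 bp of a tRNA gene the odds ratio was 5.35 (adjusted p = 1.9e-06, n = 20037 genes), which argues against peaks at tRNA genes as the source. None of the 63 histone genes had a peak over its body, where the odds ratio was 0, so the association rests on peaks beside the genes. All of the histone genes with a peak but H2BC26 lie in a stretch of chromosome 6. The model takes genes as independent, so its interval and p do not cover this clustering. Reads shared between similar histone genes and open chromatin at these genes stay open, since no sequence or accessibility data were at hand. No biological explanation was tested, since there is 1 condition.

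Genes of cadherin adhesion, a term that the paper reports for MC3C, had hESC peaks more often than other genes, 12 of 28, with an odds ratio of 5.20 (95% interval 2.45 to 11.0, adjusted p = 5.7e-05). They include CDH3, CDH1, ARVCF, NECTIN2, CTNNB1, DSP, AFDN and IQGAP1. By gene body the odds ratio was 2.31 (adjusted p = 0.51, n = 20037 genes). Pluripotency genes had an odds ratio of 4.57 and ribosomal protein genes one of 2.22; the paper's text reports stem cell terms for ES3C without naming these lists, and its full list of terms was not at hand. Neither call held in all settings: the pluripotency odds ratio was 1.66 by gene body (adjusted p = 0.51, n = 20037 genes) and 2.60 with the 1380 peaks of higher log2 enrichment (adjusted p = 0.065), and the ribosomal one was 0.689 by gene body, 1.96 with peaks within 50 kb (adjusted p = 0.068) and 1.73 in Fisher's exact test (adjusted p = 0.094). The peak over VTRNA1-1 held 110 tags, 8.44 times its background. The peak over RN7SL2, from 49861501 to 49862600 on chromosome 14, held 1583 tags, 19.1 times its background.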

How the results depend on the processing

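Of 86 recalculations of 16 results, 66 were called the same. They kept the direction and the side of the threshold, or stayed within the interval of the value. Counts were called the same within a set ratio of the main count. The recalculations by gene body, without peaks near tRNA genes, with local shifts, with 500 bp around Pol III genes and with peaks at the -log10 p-value of 16 were chosen after the data were seen. The cause of each change named here was not tested. With the 1380 peaks of higher log2 enrichment, the share of tRNA genes under a peak was 28.4%, the LRRC36 locus held 1 peak, and the pluripotency odds ratio was 2.60 (adjusted p = 0.065, n = 20037 genes). With genes extended by 100 and 500 bp, the share of tRNA genes was 56.9% and 63.4%. With core histones added, the odds ratio of the beta-catenin/TCF list was 3.38. With peaks within 50 kb, the odds ratio of the ribosomal list was 1.96 (adjusted p = 0.068, n = 20037 genes) and that of the ZNF list was 0.971. In Fisher's exact test without locus length, the ribosomal odds ratio was 1.73 (adjusted p = 0.094), that of core histones was 2.35 against 5.19 (adjusted p = 0.019), and the HOX and protocadherin lists, both with an odds ratio of 0, passed (adjusted p = 0.037 and 0.012). By gene body, 0 of the lists besides beta-catenin/TCF passed, against 4 in the main setting and 3, 3 and 5 with stronger peaks, peaks within 50 kb and Fisher's exact test. The odds ratios by gene body were 2.31 for cadherin adhesion, 1.66 for pluripotency, 0 for core histones, 0.689 for ribosomal proteins, 0.822 for ZNF genes, 1.10 for the Pol III machinery and 0.960 for the fibroblast list, with adjusted p-values of 0.51 or more. By gene body, peaks beside a gene do not count, and the model kept locus length, not gene length.

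The difference between type 2 Pol III genes, of which 443 of 465 are tRNA genes, and type 3 genes and the excess of peaks at gene ends passed their tests in all settings run, but the 22 type 2 genes other than tRNA genes did not differ from type 3 genes at the threshold (Fisher's exact test, p = 0.28). The restriction to chromosomes 1 to 22 and X and the merging of peaks removed no peak. They could change no result of the peaks, and the restriction changed the lists only by leaving out genes of chromosome Y. They are among the recalculations called the same, and say nothing about stability. For lists with a count of 0 the p-value was changed after the first results were seen, from Fisher's exact test to a model of locus length alone. Planned but not run, for lack of a genome sequence, were all alternatives for repeat elements, the B-box, the CTCF motif and random regions matched on GC content. No paired analysis was possible because there is 1 ChIP library. The depth of the library is unknown, so a gene without a peak is one where none was detected in this list.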

Differences from the paper's values

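The hESC fields of the Venn diagram sum to about 2700 peaks in Fig. 1A, read by eye, and the deposited list holds 2760. The legend of Fig. 1B states that the tRNA-Ser-TCG gene is occupied in MCF10A alone. Of 4 tRNA-Ser genes with the anticodon CGA, which reads TCG, 3 lay under an hESC peak: TRS-CGA1-1 with 836 tags, TRS-CGA4-1 with 347 tags and TRS-CGA3-1 with 120 tags. TRS-CGA2-1 lay 3.37 kb from the nearest peak, and the figure gives no coordinates for the copy it shows.

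The paper states that sites shared by the cell lines contain most tRNA genes. Elsewhere it names 1 unique tRNA gene, tRNA-Glu-GAG, among the shared sites, and these statements were not reconciled here. Over the whole hESC list, which is wider than the shared sites, 180 of 443 tRNA genes lay under a peak (40.6%). With genes extended by 100 bp, an alternative set before the data were examined, 252 did (56.9%), and with 500 bp, chosen after the values were seen, 281 did (63.4%). The paper's methods give an overlap of 1 bp for intersections, as in the first of these counts.

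The paper states that ES3C regions are associated with assembly of the beta-catenin/TCF complex. Over all hESC peaks, a wider set than ES3C, the list of 28 genes did not pass the test (odds ratio 1.61, p = 0.34, n = 20037 genes), although 5 of its genes, CTNNB1 and TCF7L2 among them, had a peak. With core histone genes in the list, an alternative set before the data were examined, it passed (odds ratio 3.38, p = 6.0e-06, n = 20037 genes), and 14 of the 19 genes with a peak were the added histone genes. This longer list also passed in Fisher's exact test (odds ratio 2.17, p = 0.0058) and with stronger peaks (3.19) or peaks within 50 kb (3.42). It did not by gene body, chosen after the values were seen (0.94, p = 0.90, n = 20037 genes). The list of 28 genes did not pass with stronger peaks (odds ratio 1.73), peaks within 50 kb (1.48), Fisher's exact test (1.78) or chromosomes 1 to 22 and X (1.60), nor, chosen after the values were seen, without peaks near tRNA genes (1.65) or by gene body (2.46, p = 0.097). Neither list is the GO term that the paper tested: the 28 genes were written by hand and the histone genes were added by symbol pattern. The genes of that term were not at hand, so it is not known which list is closer to it. Most of the histone genes with a peak lie together on chromosome 6, and the model takes genes as independent.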

Other observations

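The classes of pseudogenes and snoRNA genes, the test of peaks that stop beside tRNA genes and the comparisons of chromosomes and of the lowest quartile by log2 were chosen after the data were seen. The paper reports regulation of locomotion among fibroblast functions for IM3C. The list used here was written by hand and also holds matrix genes. Genes of fibroblast locomotion and matrix had hESC peaks in 6 of 33 cases (odds ratio 1.63, 95% interval 0.67 to 3.96, adjusted p = 0.40 in the logistic model, n = 20037 genes), and an odds ratio of 0.960 by gene body. They are CDC42, COL6A1, RAC1, S100A4, PRRX1 and FAP, with 235, 18, 212, 23, 91 and 276 tags. Of 684 pseudogenes of 7SL RNA, RN7SL832P and RN7SL525P lay under a peak, and 7 of 510 pseudogenes of 5S rRNA did. None of 1277 U6 pseudogenes did, which allows a share of up to 0.235%, and none of 1199 snoRNA genes, which allows up to 0.250%. Reads shared between similar copies of these genes were not tested, and the limits do not cover them. Neighbouring peaks within 1 kb of each other formed 272 pairs.

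Fewer tRNA genes lay under a peak than outside one, 180 of 443, a pattern that holds for an overlap with the gene itself and not with genes extended by 100 bp, where 252 met a peak, and technical explanations were weighed for it. Whether reads shared between identical copies contribute stays open. Among genes with a peak within 500 bp, the peak reached over 56.7% of 150 genes with copies and 73.1% of 130 single-copy genes. For these 150 and 130 genes the odds ratio was 0.48 (Fisher's exact test, p = 0.0058). It was 0.33 on chromosome 1, 0.48 on chromosome 6 and 0.45 on the others. With copies permuted within these chromosome groups, p was 0.0031 (permutation test, 10000 permutations). Such a peak can lie over a neighbouring tRNA gene, as it does beside TRE-CTC2-1 and TRE-CTC1-6, without any shared reads. The tests also take genes as independent, although neighbouring genes can share a peak. They therefore do not decide whether shared reads contribute. Over all 423 genes with a family number in the symbol, the planned test left this open, with an odds ratio of 0.69 for a peak over the gene (Fisher's exact test, p = 0.076), and of 0.37 on chromosome 1 (p = 0.090), 0.58 on chromosome 6 (p = 0.14) and 1.10 on the others (p = 0.77). The share also differed among single-copy genes, by 24.5 percentage points between 29.0% on chromosome 1 and 53.6% on chromosome 6 (permutation test, p = 0.034), where single-copy means 1 member of the family by symbol, so reads shared between similar families or flanks were not tested. The depth and threshold of the list stay open, since genes without a peak have no values: of the 157 peaks over tRNA genes 1.27% were in the lowest quartile of all peaks by tags, as foreseen if depth were not the cause, but tags grow with width, and by log2 enrichment 14.6% were (25.8% of other peaks); no biological explanation was tested.

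The 2 peaks of the LRRC36 locus lie at gene ends, and a candidate explanation is open chromatin or mapping at gene ends in general. The share of all peaks within 1 kb of an end of a protein-coding gene, 41.7%, was above all 100 random sets (n = 2760 peaks, one-sided p = 0.0099), as this explanation needs, so position at a gene end does not set this locus apart. The 2 peaks were known when this test was written, but the share was not. The explanation stays open, since the input library has no values of its own and no accessibility data were analysed. No biological explanation was tested, since there is 1 condition.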
